# Supervised Lowess normalization of comparative genome hybridization data – application to lactococcal strain comparisons

**DOI:** 10.1186/1471-2105-9-93

**Published:** 2008-02-11

**Authors:** Sacha AFT van Hijum, Richard JS Baerends, Aldert L Zomer, Harma A Karsens, Victoria Martin-Requena, Oswaldo Trelles, Jan Kok, Oscar P Kuipers

## Abstract

**Background:**

Array-based comparative genome hybridization (aCGH) is commonly used to determine the genomic content of bacterial strains. Since prokaryotes in general have less conserved genome sequences than eukaryotes, sequence divergences between the genes in the genomes used for an aCGH experiment obstruct determination of genome variations (e.g. deletions). Current normalization methods do not take into consideration sequence divergence between target and microarray features and therefore cannot distinguish a difference in signal due to systematic errors in the data or due to sequence divergence.

**Results:**

We present supervised Lowess, or S-Lowess, an application of the subset Lowess normalization method. By using a predicted subset of array features with minimal sequence divergence between the analyzed strains for the normalization procedure we remove systematic errors from dual-dye aCGH data in two steps: (1) determination of a subset of conserved genes (i.e. likely conserved genes, LCG); and (2) using the LCG for subset Lowess normalization. Subset Lowess determines the correction factors for systematic errors in the subset of array features and normalizes all array features using these correction factors. The performance of S-Lowess was assessed on aCGH experiments in which differentially labeled genomic DNA fragments of *Lactococcus lactis *IL1403 and *L. lactis *MG1363 strains were hybridized to IL1403 DNA microarrays. Since both genomes are sequenced and gene deletions identified, the success rate of different aCGH normalization methods in detecting these deletions in the MG1363 genome were determined. S-Lowess detects 97% of the deletions, whereas other aCGH normalization methods detect up to only 60% of the deletions.

**Conclusion:**

S-Lowess is implemented in a user-friendly web-tool accessible from . We demonstrate that it outperforms existing normalization methods and maximizes detection of genomic variation (e.g. deletions) from microbial aCGH data.

## Background

Array-based comparative genome hybridization (aCGH) is applied frequently to study the genomic content of closely related micro-organisms [1], microbial taxonomy and species determination [2], and the presence of microbial pathogenicity factors [1,3-5]. The differences in aCGH signals depend on systematic errors (e.g. dye effects), copy number variation, and sequence divergence between the analyzed samples [6]. Since prokaryotes generally show lower genomic conservation than eukaryotes, normalization of bacterial aCGH data is difficult.

Over the years, the following normalization methods have been described for aCGH data: total signal normalization [5,7], Lowess [8-10], normalization using background signals [11], spatial normalization [12], and mixed models of Lowess and spatial normalization [13]. Furthermore, tools have been developed for detecting gene duplications/deletions [6] and for the graphic exploration of aCGH data [10,14,15]. None of the above-mentioned methods take into account sequence divergence and thus only partly can correct for the systematic errors that occur in aCGH data. Consequently, these methods result in lower discovery of genome variations, like gene deletions or duplications (see below).

To solve this problem we first select a subset of array features corresponding to genes with minimal sequence divergence between the strains used for an aCGH hybridization. We term this subset of features likely conserved genes (LCG). LCGs can be determined with certainty when both bacterial strains used for the aCGH experiment have been sequenced, or approximated by inference if one of the strains has not been sequenced, but sequences of closely related strains (termed here reporter genomes) are available. Also, from ortholog databases one can select the most conserved gene sequences and use these as an LCG set. With subset Lowess, correction factors for systematic effects occurring in aCGH data are derived for LCGs. These correction factors are subsequently used to normalize all array features. On basis of these considerations, we developed supervised Lowess (S-Lowess) which has been implemented in user-friendly web-based software. In a controlled aCGH experiment, labeled genomic DNA of *Lactococcus lactis *IL1403 and *L. lactis *MG1363, of which the genome sequences are known, was hybridized to *L. lactis *IL1403 DNA microarray slides. We show that S-Lowess clearly outperforms existing implementations of aCGH normalization methods in detecting gene deletions with a low number of false-positives (i.e. genes falsely called being absent).

## Results

### Supervised Lowess

For normalization of bacterial aCGH data, we evaluated the application of subset Lowess [16] using a subset of conserved genes (*i.e*. likely conserved genes; LCG) which are considered to be homologous in the strains-of-interest. We propose that the sequence divergence of LCGs between the samples analyzed is minimal; enabling a more robust estimation of systematic errors in the aCGH data using the LCG array features. Below we show that after application of S-Lowess on microbial aCGH data, genome variations (e.g. gene deletions of duplications) can more reliably be determined.

The S-Lowess procedure is outlined in Figure 1. First, an LCG set is selected from sequence comparisons between those of the microarray features and the genes in the genomes of related species. The features which demonstrate a high sequence identity with the genomes of related organisms are considered to be conserved and are selected. In the second step, the aCGH dataset is normalized by applying Lowess to the LCG features, *i.e.* S-Lowess. During this normalization, at first correction factors for the LCG features are determined by robust curve fitting. Then, the signals of all array features are normalized using these correction factors.

**Figure 1:**
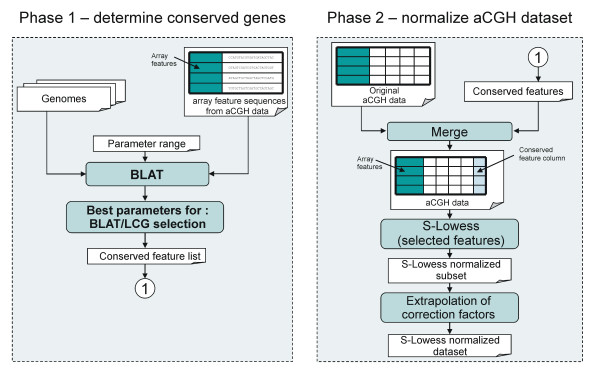
**Flow diagram of the S-Lowess procedure**. The S-Lowess procedure consists of two phases: 1) determine or upload likely conserved genes (LCG) and 2) Normalize a microarray dataset with the LCGs. In case that for phase 1 *de novo *prediction of LCGs is selected, the user has to upload microarray feature sequences and select (multiple) genomes (in this study 3 *Streptococcus *genomes). The optimal parameters for selection of LCGs from a sequence comparison using BLAT of array features versus multiple reporter genomes are difficult to predict. Therefore, selection of a LCG set is facilitated by cycling through a maximum of 2 parameters. These parameters are (a combination of two): (i) alignment length cutoff, (ii) E-value cutoff, (iii) percentage nucleotide identity cutoff, (iv) maximum number of hits within the same genome (to account for paralogous genes or duplicated genome fragments), (v) minimum number of hits across genomes (to account for gene conservation in multiple genome sequences). Those array feature sequences meeting the criteria (here in at least 2 out of three genomes a significant BLAT hit; one hit over at least 100 bp with at least 80% nucleotide identity) are marked as LCG and added to the conserved array feature list. In phase 2, the LCGs are used to normalize an uploaded aCGH microarray dataset. The result of phase 2 is a normalized dataset and diagnostic plots.

### The LCG set

An important step in the S-Lowess procedure is selection of array features for the LCG set. LCG were selected based on various parameters: *i.e.* sequence identity, length of identical sequence, etc. A detailed description is available in the methods section. In general, when less stringent sequence identity cut-offs are applied during LCG selection, more robust Lowess curve fits are obtained at the expense of estimation of systematic errors in the aCGH data. Subsequently, this results in less accurate detection of genomic deletions or duplications. In addition, the systematic errors in DNA microarray data are better determined by performing curve fits on grids (areas spotted by one spot pen) rather than on the whole slide (this study). As a rule of thumb, we have observed (by visual inspection of the curve fits and minimizing the coefficients of variation that curve fits based on at least 50 spots (whole slide) or 20 spots (grid-based) lead to satisfactory results.

The genes selected in the different LCG sets (see above) are shown in Figure S1 [17]. In general, for both the percentage nucleotide identity cutoff and the E-value cutoff, more stringent parameters lead to lower numbers of LCGs selected. Genes selected on the basis of BLAT E-value cutoffs were quite different from those selected by the percentage of nucleotide identity. As shown below, normalization using the LCG sets by applying these different cutoffs leads to different end results.

### Different normalization methods lead to different data distributions

In order to evaluate various normalization methodologies, we generated aCGH data in experiments in which we compared the genomic content of two sequenced lactococcal strains. 

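Genomic DNA of *L. lactis* subsp. *lactis* IL1403 and of *L. lactis* subsp. *cremoris* MG1363, both plasmid-free laboratory strains, was labeled with Cy3 or Cy5 and hybridized together to microarrays whose features are amplicons of IL1403 genes, so that every feature reports on a gene present in IL1403. The dataset held 4 slides. On slides 6 and 10 the sample labels give MG1363 as the Cy5-labeled and IL1403 as the Cy3-labeled DNA, and on slides 7 and 11 the dyes are exchanged. Slides 10 and 11 belong to slide series 47 and slides 6 and 7 to slide series 48, so each series holds both dye orientations. The authors deposited 1 log ratio for each of 2125 gene IDs and each slide, in which the 2 spots of a feature had already been combined. The paper's text does not name which of the compared normalization methods was applied to the deposited values, and signal intensities were not analysed here, so that no Lowess curve could be fitted again. The log base is not stated with the values. They were taken as log2 ratios, the scale the paper uses for M. Between 1822 (slide 7) and 1892 (slide 11) features had a value on a slide, with 1847 on slide 10 and 1891 on slide 6. The number of slides limits the precision of every mean given here.
The direction of the ratios was not settled by the labels and the methods. The deposited ratios of slide 10 ran opposite to those of slides 6, 7 and 11. A ratio of MG1363 over IL1403 on every slide, as the methods describe, would give all 4 slides the same direction, and a ratio of Cy5 over Cy3 would set slides 6 and 10 against slides 7 and 11. Slide 10 was therefore turned to the direction of slide 11 on the basis of the correlation between the slides, and ratios are reported as positive or negative in the direction of slide 11. The legend of Fig. 2 assigns positive M values of slide 11 to IL1403, but the deposited values do not state whether they follow that legend. The paper expects IL1403 DNA to hybridize better than MG1363 DNA to most features. Under that expectation the positive side of slide 11, with 90.3% of its ratios, would be IL1403 over MG1363, as in the legend. Reading the direction in this way rests on the expectation and cannot test it. Slides 7 and 11, which carry the same dye labels, run the same way whether the ratios follow the strain or the dye.
For each feature measured on at least 3 slides, the mean log2 ratio was tested against 0 with limma, which moderates the variance of each feature towards that of all features. A feature was called when its mean ratio exceeded 1.5-fold in either direction with an unadjusted p below 0.01. The paper gives these cutoffs for Fig. 3, there for the ratio of IL1403 over MG1363 only, and computed its p values with Cyber-T, another moderated test. No slide was centred or scaled further, since centring would remove a shift of the bulk of the ratios away from 0.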

A visual inspection of the comparison of S-Lowess normalized data with the data obtained from other normalization methods reveals clear differences in the distribution of spot intensities (Fig. 2). Ideally, for the aCGH comparison of *L. lactis *IL1403 and *L. lactis *MG1363, one would expect that the bulk of ratios reside above the X-axis (corresponding to a ratio of 1; signal of MG1363 over that of IL1403), since labeled *L. lactis *IL1403 DNA will, for most array features, hybridize more efficiently than those of *L. lactis *MG1363.

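On the deposited values, the bulk of the ratios lay to one side of 0 on each slide. The median log2 ratio was 0.99 on slide 6, 0.87 on slide 7 and -0.999 on slide 10, where 87.9%, 88.6% and 9.04% of the features had a ratio above 0. With slide 10 turned to the direction of slide 11, the slide medians averaged 1.02 ± 0.15 (SD, n = 4 slides), so the shift from 0 was larger than the spread between slides. An exact two-sided sign-flip permutation test on the 4 turned medians gave p = 0.125, the smallest value that 4 slides allow, and since the direction of slide 10 was itself set from the values this test carries little weight. The ratios stayed within 1.5-fold of 1 for 23.6% of the features on slide 6, 28.4% on slide 7 and 25.9% on slide 10. Taking the mean of each slide in place of its median gave an average of 1.02 as well, and with only the features measured on all 4 slides it was 1.05. Leaving out slide 11 gave the lowest average, 0.95. On slides 6, 7 and 11 most ratios were on the side that the legend of Fig. 2 assigns to IL1403 for slide 11, whereas the methods define the ratio as MG1363 over IL1403.

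**Figure D1:**
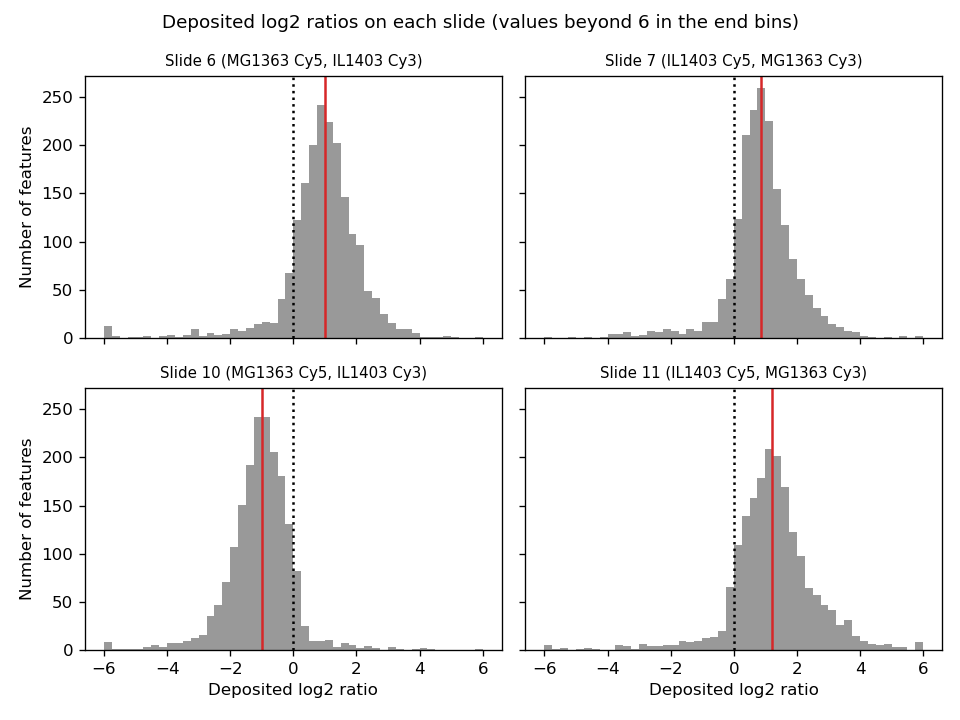
Histograms of the deposited log2 ratios on slides 6, 7, 10 and 11, with the number of features on the y axis in bins of 0.25. The dotted line marks a log2 ratio of 0 and the red line the slide median, values beyond 6 in size are collected in the end bins, and the bulk lies above 0 on slides 6, 7 and 11 and below 0 on slide 10.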

**Figure 2:**
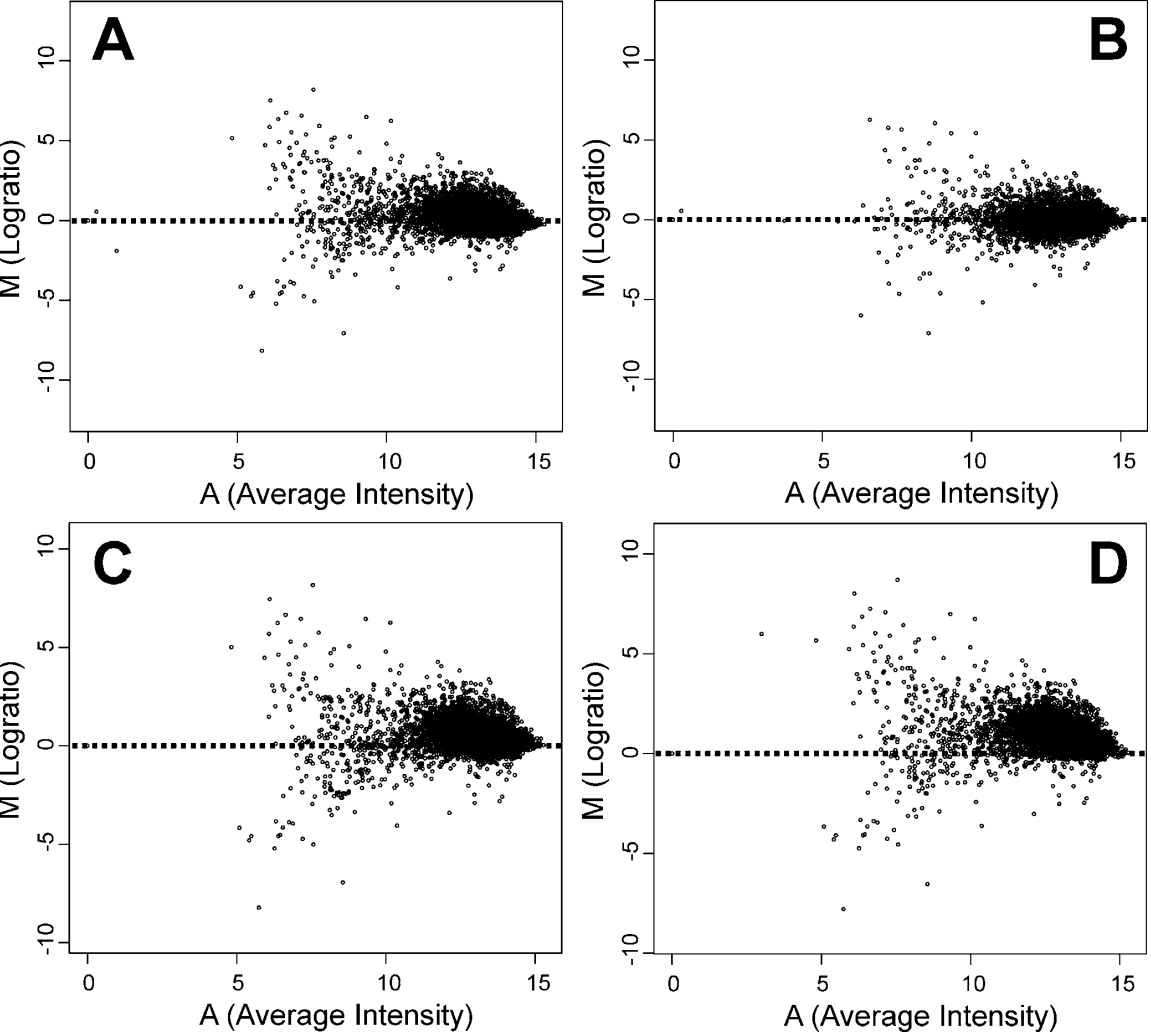
**MA-plots of aCGH data after applying different normalization methods**. The log transformed ratios of slide 11 [17] are plotted against the log transformed sum of the green (negative M values; MG1363 signals) and red (positive M values; IL1403 signals) channels. A: non-normalized data. B: grid-based Lowess normalization. C: S-Lowess normalization based on the LCG set obtained from the comparison of *L. lactis* IL1403 amplicon sequences to the ORFs of three *S. pneumoniae *strains. D: S-Lowess normalization with a stringent LCG set (99% identity over 100 bp).

Grid-based Lowess normalization of the aCGH data results in an even distribution of data points along the M = 0 (a log2 transformed ratio of 0; or a normal ratio of 1) axis (Fig. 2B), which is not according to the expectation described above. After S-Lowess normalization of the aCGH data with the limited LCG set (99% nucleotide identity over 100 bp; Fig. 2D) or the realistic test case (Fig. 2C), the bulk of ratios is above the M = 0 axis, as expected.

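Slide 11, the slide plotted in Fig. 2, had a median deposited log2 ratio of 1.22, and the middle 50% of its features lay between 0.56 and 1.90. Ratios above 0 were found for 90.3% of the features measured on this slide and ratios below 0 for 184 features. A ratio above 1.5-fold was reached by 1407 features (74.4%), against 90 features (4.76%) on the negative side. Slide 11 also had the widest interquartile range of the 4 slides, 1.34 against 1.11 on slide 6, 1.06 on slide 10 and 0.99 on slide 7. Since the normalization behind the deposited values is not named, they cannot be assigned to one panel of Fig. 2. From the position of the bulk of the ratios relative to M = 0 after each method, the paper concludes that the S-Lowess normalized data follow its expectation and that the grid-based Lowess data do not.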

### S-Lowess outperforms other methods in predicting genomic deletions

The performance of different normalization procedures on aCGH data in predicting genome variations was determined by comparing these to the known deletions in the genome sequence of *L. lactis *MG1363 compared to that of *L. lactis *IL1403.

In general, the S-Lowess normalization yielded a higher number of correctly detected deletions in the *L. lactis *MG1363 genome (see Fig. 3 and [17]) compared to Lowess or total signal normalization, and non-normalized data. 

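How strongly the number of calls depended on where a normalization places the bulk of the ratios was measured on the deposited values, over all 1798 features measured on at least 3 slides rather than over the genes missing in MG1363, whose list was not analysed here. With slide 10 turned and no slide centred, 1191 features passed the cutoffs of Fig. 3 with a positive ratio and 9 with a negative ratio. Centring each slide on its median, which like the grid-based Lowess of Fig. 2B places the data evenly around M = 0, left 329 features with a positive ratio and 308 with a negative ratio. All 329 were among the 1191. Of all the calls, 99.2% had a positive ratio before centring and 51.6% after it. The near-even balance after centring holds by construction, since the slide median of about 1 is subtracted from every ratio. Scaling the centred slides to the same median absolute deviation gave 330 positive and 301 negative calls. The centred values stand in for the even distribution of a Lowess fit only, as the Lowess, total signal and S-Lowess normalizations themselves were not repeated. The share of true deletions among these calls was not determined. From the deletions correctly called in Fig. 3, the paper concludes that S-Lowess outperforms Lowess, total signal normalization and non-normalized data.

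**Figure D2:**
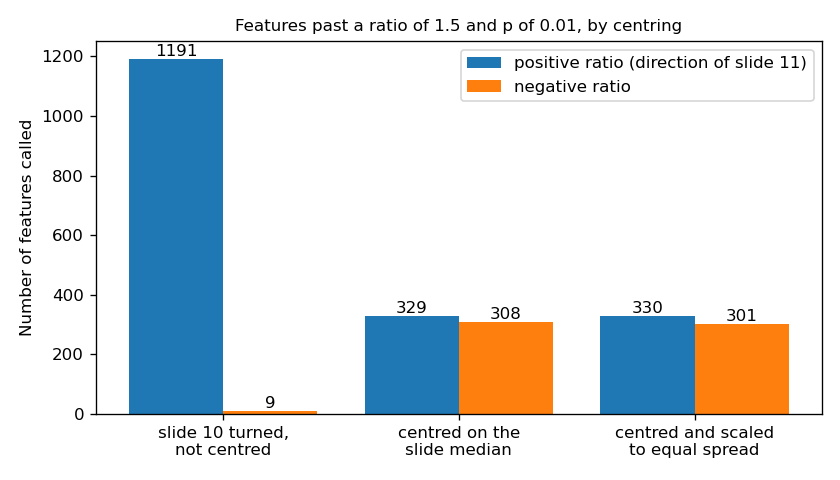
Bars give the number of features (y axis) past a ratio of 1.5 and an unadjusted limma p of 0.01, with positive and negative ratios in the direction of slide 11, for the values with slide 10 turned and not centred, centred on each slide's median, and centred and scaled. The positive bar falls from 1191 to 329 and the negative bar rises from 9 to 308 with centring.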

Application of the GENCOM method [18] to the *L. lactis *MG1363 and *L. lactis *IL1403 aCGH dataset results in a poor performance: only 45 of the over 2122 genes are divergent and the differences between both strains reported by GENCOM are approximately evenly distributed [17].

**Figure 3:**
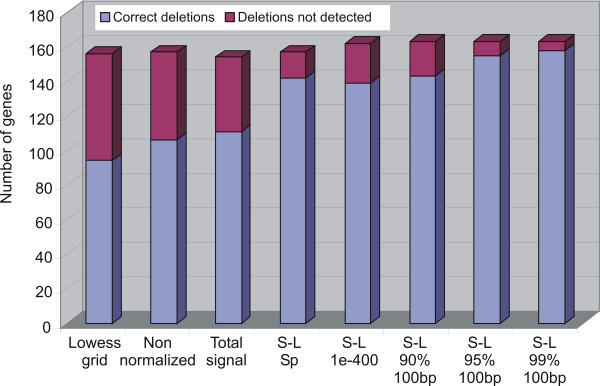
**Performance of the different normalization methods in the identification of deletions in *L. lactis *MG1363**. Blue: number of deletions correctly called (here a cutoff of 1.5 fold is used). Purple: number of deletions missed. S-L: S-Lowess. S-L Sp: S-Lowess normalization based on the LCG set obtained from the comparison of *L. lactis *IL1403 amplicon sequences to the ORFs of three *S. pneumoniae *strains. The total heights of the bars indicate the total number of amplicons for missing ORFs in *L. lactis *MG1363 with at least 5 aCGH measurements. They thus indicate the total number of missing ORFs that could be detected based on the aCGH data.

The number of false-positively scored genes being present, ranged from 37% by S-Lowess (based on a LCG set with an E-value cutoff 1 × E-100) to 3% (based on the LCG set with 99% nucleotide identity across all alignment length cut-offs) and for the non S-Lowess methods from 73% (Lowess grid-based normalization) to 45% (total signal normalization). Clearly, the use of S-Lowess with LCG sets determined on the basis of BLAT E-values gives poorer performance than using the percentage identity cut-off as basis for LCG selection (Fig. 3 and [17]). Normalization of aCGH data with the LCG set selected on the basis of comparison of *L. lactis *IL1403 array feature sequences to the ORFs of three *Streptococcus *strains gave the same number of correctly identified deletions as the LCG set based on 90% sequence identity over 100 bp with less missing genes scored as being present. It is slightly outperformed by the best case, using the LCG set based on a 99% nucleotide identity cutoff.

In this study, we focus on the genes that are absent in the genome of *L. lactis *MG1363. The lactococcal genomes have limited sequence identity (on average 85%). Therefore, many *L. lactis *MG1363 ORFs have a low sequence identity with *L. lactis *IL1403 counterparts. Due to the limited sequence identity of these MG1363 ORFs, they should be recognized as being absent in the aCGH experiment (see also Fig. S3 [17]). Furthermore, only for the S-Lowess normalized data and not for the non-normalized or Lowess grid-based normalized data a distinct pattern of clusters of large differences across the genome of *L. lactis *MG1363 is apparent (Fig. S4 [17]).

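Across the whole array, 66.2% of the features tested were called with a positive ratio. At a stricter cutoff of 2-fold, 884 features were called with a positive ratio and 6 with a negative ratio. With a Benjamini-Hochberg adjusted p below 0.05 from limma in place of the unadjusted cutoff, the numbers were 1258 and 17. On slides 7 and 11 alone, which run the same way by their labels and were not turned, 636 features were called with a positive ratio and 11 with a negative ratio, in a test that rests on 2 slides in place of 4. Of the 636, 624 were also called on all 4 slides, but slides 7 and 11 are part of those 4, so this overlap is no independent support. Without any turning of slide 10, 1 feature was called with a positive ratio, accA, and 2 with a negative ratio, yahA and yidC, of which accA and yahA are named here after their values were seen.
The features below are named by their gene IDs as deposited, and their positions in the IL1403 genome were not analysed here. The largest positive mean log2 ratio among features with the same sign on every slide was 4.43 ± 0.64 (SD, n = 4 slides) for pi251 (limma, adjusted p = 4.3e-04). The feature pi129 followed with 4.23 ± 0.84 (SD, n = 4; limma, adjusted p = 5.5e-04). The log2 ratio of ycbA was 4.21 ± 0.85 over the 3 slides that measured it, all but slide 11. That of tagX was 4.00 ± 1.58 (SD, n = 4), the widest spread among these features, with 6.21 on slide 11 and between 2.51 and 3.86 on the others, and that of xylT was 3.97 ± 0.66 (SD, n = 4). Since these values differ by less than the spread between slides, their order is not resolved. The largest negative ratio, -3.50 ± 0.78, was that of yidC, which was measured on 3 slides and not on slide 10. Features without a value on every slide had medians of 0.04, -0.76 and -0.12 on slides 6, 7 and 11. Their median on slide 10, once turned, was 1.18, so the place of yidC may depend on the slides that measured it. The features tra905 (-2.81 ± 0.36, n = 4), ps209 (-2.68 ± 0.41, n = 4), ps220 (-2.03 ± 0.77, n = 4) and ps202 (-1.94 ± 1.06, n = 4) came next. With each slide left out in turn, all of them kept their call except ps202, whose unadjusted limma p rose to 0.024 without slide 6 and to 0.026 without slide 11.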

### Nucleotide identity and fold ratio are highly correlated in S-Lowess normalized data

The comparison of two bacterial strains with known genome sequences allowed determining the concordance of the ratio obtained in an aCGH experiment and the actual sequence identity between the genes in these strains. At a 100% sequence identity of *L. lactis *IL1403 array features compared to the *L. lactis *MG1363 gene sequences identical signals should be obtained, resulting in log2 ratios of 0. Normalization of of the aCGH data using the LCG features selected should therefore yield a better correspondence of fold change versus nucleotide identity. Figure 4 shows the fold ratio of a number of different normalization methods as a function of sequence identity. Based on the lower R^2 ^value the Lowess normalized data is noisiest (Fig. 4). The S-Lowess normalized aCGH data using a stringent LCG set (99% identity over 100 bp) performed as expected since the intersection with the x-axis of the regression line through the data at a log2 transformed ratio of 0 (normal ratio 1) is at 100% identity. Lower performance of the other methods is visualized by the intersection of their regression lines at lower percentages identity, in particular by total signal normalization and Lowess normalization (Fig. 4).

**Figure 4:**
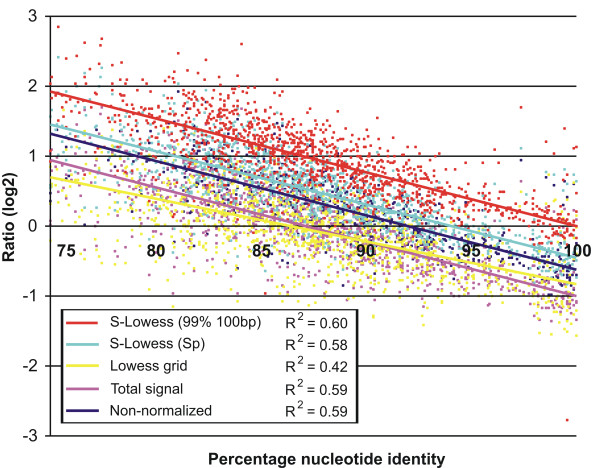
**Correlation plots of the normalized ratios (signals for labeled gDNA of *L. lactis *IL1403 over those of *L. lactis *MG1363) and the percentage sequence identity of orthologous genes in *L. lactis *MG1363 and *L. lactis *IL1403**. Sp: S-Lowess normalization based on the LCG set obtained from the comparison of *L. lactis *IL1403 amplicon sequences to the ORFs of three *S. pneumoniae *strains. The R^2 ^values indicate the quality of the regression curve fit (where higher is better).

## Discussion

S-Lowess outperforms existing normalization methods in correctly predicting the absence of genes in dual-dye aCGH data. This result is achieved by a more accurate estimation of the systematic errors occurring in aCGH data by using genes that are likely to be conserved. Existing methods do not take differences in sequence identity into account resulting in "over fitting", which is clear from data points centered on the M-axis (e.g. for Lowess normalized data; Fig. 2B). For S-Lowess, the application of multiple genomes of related strains could increase the number of LCGs, which in turn results in an even better estimation of the systematic errors. Bacterial strain typing and detection of duplications and deletions can thus be performed more accurately by using S-Lowess.

Dong and coworkers [19] observed that, based on 83 genes, a negative trend exists between percentage sequence identity and fold-ratio between *Klebsiella pneumoniae *and *Escherichia coli *K12. They fitted two regression lines through the non-normalized data: (i) for genes with 55 – 75% nucleotide identity and (ii) for genes with 75 – 100% nucleotide identity. We also observed that lower sequence identity results in higher deviant ratios and more noise (results not shown) and, therefore, decided to only focus on curve fits for 75 – 100% sequence identity. Possibly, hybridization of DNA with lower sequence identity is less predictable and depends strongly on the length and composition of the homologous DNA sequence. The curve fits of Dong and coworkers intersect at M = 0 and 88% sequence identity, which lies well between the values we observed for total signal normalized (87%) and non normalized (92%) data (Fig. 4). One would expect the curve fit to intersect at M = 0 and 100% nucleotide sequence identity. This is only the case for S-Lowess normalized data with a stringent LCG set (i.e. 99% sequence idenity over 100-bp; see Fig. 4).

A difference in signal between samples in an aCGH experiment is due to systematic errors in the data, a difference in gene sequence identity, or the absence/duplication of a gene. In a non-isogenic transcriptome experiment, mRNA profiles of different strains are obtained by DNA microarrays. In this case, a difference in signals between samples could additionally be due to a difference in gene expression level. The S-Lowess concept could also be used to normalize such non-isogenic transcriptome data as a difference in signal for LCGs is very likely to be due to differential expression and not to difference in sequence identity. The Lowess assumption, namely that for a significant number of genes the expression is not altered, will probably hold for the LCG set, provided that the different organisms were grown and treated similarly. Performing subset Lowess normalization with a stringent LCG set should therefore produce a robust estimation of the systematic errors. For aCGH data a large fraction of the LCGs should have hybridization ratios close to 1. For non-isogenic transcriptome experiments, a fraction of the LCGs could be differentially expressed and, therefore, the curve fits should be performed with lower fractions of genes (up to 50%). This means that slide-based S-Lowess will probably be preferred for non-isogenic transcriptome normalization.

The performance of S-Lowess in a realistic worst-case scenario was estimated from normalizing aCGH data of *L. lactis *IL1403 and *L. lactis *MG1363 with a LCG set determined from taxonomically relatively close bacterial species. In this realistic case, S-Lowess clearly performed better than convential normalization methods. We also tested the performance of S-Lowess on a *Shigella *aCGH dataset [20] (Fig. S5 [17]). The genome sequence of this strain is as of yet unknown, which makes a comparison of the aCGH data to actual genome sequence data not possible. Therefore, the properties of the *Shigella *dataset after treatment with different normalization methods were compared. Clearly, the data properties for the *Shigella *dataset benefit strongly from the application of S-Lowess as we also demonstrated for the *L. lactis *aCGH dataset (Fig. 2).

The power of S-Lowess is that it can be applied to any two-dye aCGH dataset. Since aCGH experiments are performed with unknown strains, one cannot make strong assumptions as to the genetic content of these strains, making S-Lowess the method of choice to normalize data from any prokaryote aCGH experiment. The number of genome sequences is growing rapidly [21] and a further acceleration is anticipated with the use of new techniques [22]. Therefore, even better performance of S-Lowess is expected when higher numbers of more similar reporter genomes are used for the selection of conserved genes.

## Conclusion

Supervised Lowess is a new application of the subset Lowess normalization technique to microbial array-based comparative genome hybridization (aCGH) data. In particular but not exclusively, when the strains hybridized are relatively distant, no strong *a priori *assumptions can be made as to the data distribution of microbial aCGH data. A difference in signal might be due to systematic errors in the microarray data (e.g. dye effects) but could also be due to a difference in sequence between the two samples hybridized. Presently used aCGH normalization methods do not take into account this source of variation: sequence divergence between the genes of the strains hybridized. S-Lowess is unique with the property that it uses the signals of likely to be conserved genes (LCG; with minimal sequence divergence) to estimate the systematic errors in aCGH data. We demonstrate on an aCGH dataset of two distant *L. lactis *strains that S-Lowess performs superior compared to existing normalization techniques used for microbial aCGH data.

## Methods

### The S-Lowess web-tool

The supervised Lowess normalization method is new in that it uses the features of likely conserved genes (LCGs) to perform the subset Lowess normalization (see below for a detailed description). A flow diagram of the S-Lowess web-tool is presented in Figure 1. The procedure consists of two steps: (i) generate or upload an LCG set; and (ii) normalize one or more DNA microarray datasets using this LCG set.

The LCG set consists of genes that are likely to be conserved between the two samples hybridized to a microarray. Since in most cases the genome sequence of at least one of the strains hybridized to the microarray is not known, the genes that are likely to be conserved in this/these strain(s) are determined by using reporter genome sequences. These reporter genome sequences should be as close as possible to the strains hybridized. To determine the LCG set, the sequences of the array features are compared to the DNA sequence of ORFs of the selected reporter genomes by BLAT (BLAST Like Alignment Tool) [23].

When an LCG set has been selected, normalization is performed on tabulated data from a single dual-dye DNA microarray slide. The user selects from the uploaded dataset the data columns (containing the Cy3 and Cy5 signals from each feature) and the parameters to be used for normalization. The default parameters should suffice for performing a slide-based normalization of most cases. After normalization, diagnostic plots and the normalized data are presented. In addition, the percentage of LCG features (spots) with ratios outside the threshold ratio (2 by default; fewer outlying spots are better) is indicated.

### The subset Lowess algorithm

Supervised Lowess normalizes an aCGH microarray dataset using the LCG array features for the subset Lowess normalization. Subset Lowess normalization and its application for e.g. normalization of spiked-in dual dye DNA microarray data has been described before [16]. It computes the initial LogRatios (*i.e.Ri *(i = 1 ..*N*)) per slide, followed by Lowess normalization of a selected subset of conserved genes, generating a set of corrected ratios *Rc i *(i = 1*..n*, *n*<*N*) and correction factors for the subset of conserved genes used: αi = *Rc i *- *Ri*. Subsequently, the Lowess correction factors belonging to the subset of conserved genes (αi) are extrapolated to determine the correction factors βj (j = *n*+1*..N*) for the remaining genes. The correction factors are then used to adjust the log-ratios of the remaining genes. The subset Lowess normalization procedure used in this study has been implemented in the Windows software PreP [24] and a linux command line utility sl (both are available upon request).

### Bacterial strains, media and isolation of chromosomal DNA

*L. lactis *subsp *lactis *IL1403 (Lac-; Prt- ; plasmid-free derivative of IL594) [25] and *L. lactis *subsp *cremoris *MG1363 (Lac-; Prt- ; plasmid-free derivative of NCDO712) [26] were grown statically at 30°C in M17 broth [27] supplemented with 0.5% glucose (GM17). Cells were grown until the late-exponential phase of growth (OD600 ~1.5 – 2) and harvested for chromosomal DNA isolation, as described before [28]. DNA concentrations were determined spectrophotometrically [29].

### Comparative genome hybridization

Chromosomal DNAs (1 – 2 μg) of *L. lactis *IL1403 and *L. lactis *MG1363 were randomly labeled and linearly amplified using the BioPrime DNA Labeling System (Invitrogen, Breda, the Netherlands) according to the manufacturers' instructions, with the following modifications. For labeling, 5 μL 10× dNTP-mix (1.2 mM dATP, dGTP and dCTP; 0.6 mM dTTP; in 10 mM Tris, 1 mM EDTA, pH 8.0), 3 μL Cy3- or Cy5-dUTP (Amersham Bioscience Europe, Freiburg, Germany) and 1 μL Klenow enzyme were used. The DNA-primer hybrid elongation and labeling reaction was performed by incubation for 2 h at 37°C in a Bio-Rad iCycler Thermal Cycler (Bio-Rad Life Science, Veenendaal, the Netherlands). The Cy-dye-labeled DNA fragments were purified using the QiaGen QiaQuick Nucleotide Removal Kit (Qiagen Benelux BV, Venlo, the Netherlands). Finally, the labeled purified DNA fragments of *L. lactis *MG1363 and *L. lactis *IL1403 were mixed and hybridized to *L. lactis *IL1403 DNA microarrays containing features representing 2126 open reading frames (ORFs) in duplicate. DNA-microarrays were prepared from amplicons of 2126 genes selected from the 2266 annotated genes (ORFs smaller than 80 bp were omitted) in the genome of *L. lactis *ssp. *lactis *IL1403 [25]. The oligo-nucleotides used to generate these amplicons were designed using the in-house developed programs Unifrag and GenomePrimer [30]. To reduce cross-hybridization between array feature and target DNA sequences the amplicons have sizes of 80 – 800 bp (depending on the gene sizes; with 403 amplicons being smaller than 300 bp) and comprise the most unique part of a gene. Paralogous genes of which no unique region could be identified were omitted. The amplicons were synthesized by EuroGentec (Seraing, Belgium). Further details have been described before [31]. After overnight hybridization at 40°C, slides were washed in [2× SSC, 0.5% SDS] at room temperature and subsequently for 5 min in [1× SSC, 0.25% SDS] to remove non-specifically hybridized DNAs. Slide scanning and spot intensity quantization were done as described before [31].

### Generation of likely conserved gene sets

In this study, we take advantage of the fact that both genome sequences of the strains hybridized to the microarray are known. To assess the performance of S-Lowess compared to other methods, we performed alignments of the 2126 amplicon sequences of *L. lactis *IL1403 to the ORFs of *L. lactis *MG1363 [32] using BLAT [23]. Next, the alignments were categorized in 12 different LCG sets based on sequence identity (90%, 95% and 99%) and alignment length (50, 100, 150 or 200 bp). Five additional LCG sets were generated on the basis of BLAT E-value cutoffs (1, 1E-100, 1E-200, 1E-300 and 1E-400).

The performance of S-Lowess was determined in a realistic case, where only one genomic sequence of the two strains hybridized to the microarray is known (in this study that of *L. lactis *IL1403). In this case we assume that the genome sequence of *L. lactis *MG1363 is unknown. Still we would like to use S-Lowess on the microarray data. We first select a number of reporter genomes, which are considered to be close to the unknown genome (in this case that of *L. lactis *MG1363). In this study, three *Streptococcus *strains were selected as reporter genomes. We want to know which *L. lactis *IL1403 amplicons are likely to be conserved in the genome of MG1363. By comparing the IL1403 amplicons to the ORFs in the three *Streptococcus *strains, we can select a subset of amplicons (LCG set) that are conserved in the *Streptococcus *strains. Since the assumption is that *L. lactis *MG1363 and the *Streptococcus *genomes are closely related, the amplicons of this LCG set should also be conserved in *L. lactis *MG1363. The LCG set consisting of 57 genes was generated by aligning *L. lactis *IL1403 amplicon sequences to the ORFs of three related organisms: *Streptococcus pneumoniae *TIGR4, *S. pneumoniae *D39 and *S. pneumoniae *R6. An amplicon was considered to be likely conserved to the *L. lactis *MG1363 counterpart when the following two criteria were met: it has (i) a hit in each of the three genome sequences and only one hit in each genome sequence itself, and (ii) at least 80% nucleotide identity over 100 bp.

### Prediction of deletions in *L. lactis *MG1363

To benchmark the performance of S-Lowess with different LCG sets and the normalization methods described here, the existing knowledge of the presence of genes in both genome sequences of *L. lactis *IL1403 and *L. lactis *MG1363 was used.

The difference in gene content of the *L. lactis *MG1363 and *L. lactis *IL1403 genomes was determined during the genome annotation phase of *L. lactis *MG1363 and is based by analyzing ORF similarity with BLASTN, gene context, and by manual curation [32]. Of the MG1363 ORFs that can be detected by the amplicons present on the *L. lactis *IL1403 DNA microarrays, only a few are duplicated compared to IL1403. Since both genomes have limited sequence identity (on average 85%), many *L. lactis *MG1363 ORFs have a low sequence identity with *L. lactis *IL1403 counterparts and will show decreased hybridization efficiencies in the aCGH experiment described here. Since the aCGH methodology cannot distinguish between absent genes and genes with lower (< 80 –   90%) sequence identity we therefore only show the results for genes that are annotated as missing in MG1363 compared to IL1403. Chromosomal phage genes present in both organisms were removed prior to the comparison because a large number of duplicated phage genes have relatively small differences in nucleotide sequence and would therefore show strong cross hybridization.

### aCGH data normalization and statistical analyses

In this study, 4 aCGH comparisons (slides) between *L. lactis *MG1363 and *L. lactis *IL1403 were performed (including dye swap with biological replicates; see also [17]). 

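The 4 slides ranked the features alike once slide 10 was turned. Spearman's rho across features, which are not independent replicates, averaged 0.78 over the 6 pairs of slides. It was highest between slides 6 and 11 (0.84) and lowest between slides 6 and 7 (0.75). As deposited, rho was -0.78 between slides 6 and 10, which carry the same dye labels, and 0.76 between slides 7 and 11, which also share their labels. It was -0.76 between slides 10 and 11, which are dye-swapped within slide series 47, and 0.75 between slides 6 and 7, which are dye-swapped within slide series 48. Thus the sign of the ratio followed the dye swap in one series and not in the other. After turning slide 10, the median absolute difference of a feature between 2 slides ran from 0.22 (slides 6 and 10) to 0.38 (slides 7 and 11). A dye term added to the limma model, with the dyes as labelled, was below an adjusted p of 0.05 for 0 of 1798 features. At an unadjusted p below 0.05 it was found for 75 features (4.17%). With the dye orientation as a covariate, 1157 features were called with a positive ratio, 1141 of them also called without it. With the slide series as a block the number was 1175, of which 1153 were also called without it.

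**Figure D3:**
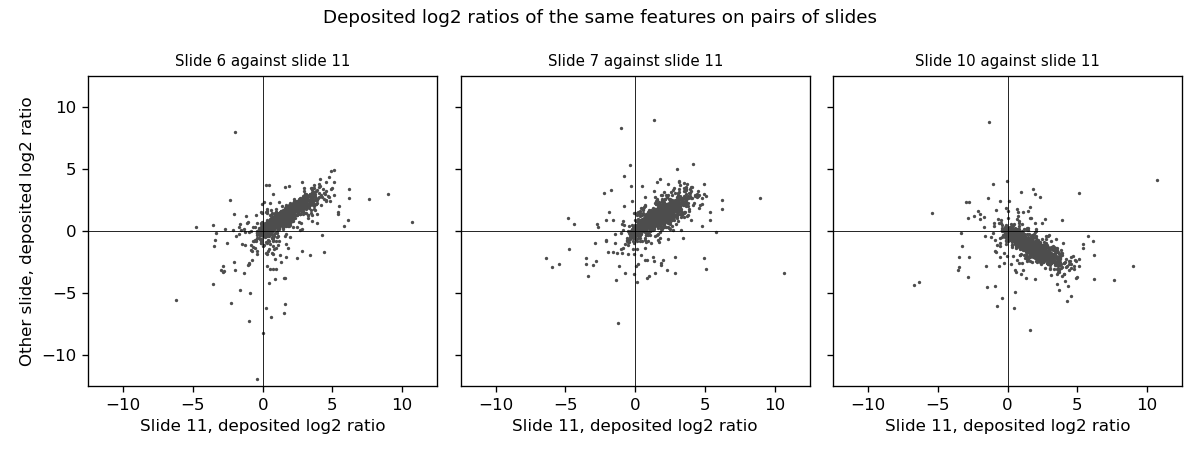
Deposited log2 ratios of single features on slides 6, 7 and 10 (y axis) against slide 11 (x axis), 1 point per feature measured on both slides. The cloud rises for slides 6 and 7 and falls for slide 10, with Spearman's rho of 0.84, 0.76 and -0.76.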

The resulting aCGH slide signals were normalized using the different LCG sets (see above) yielding ratios of signals of labeled gDNA of MG1363 over those of IL1403. A maximum of 8 ratios per amplicon (gene) were obtained for the 4 hybridized slides (each with 2 replicate spots per amplicon). Only array features with at least 5 measurements were used in this study. 

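In the deposited values, in which the single spots are no longer separate, 1698 of the 2125 features had a ratio on all 4 slides and 100 had a ratio on 3 slides. Ratios on 2 slides were found for 123 features, on 1 slide for 114 features and on no slide for 90 features. A requirement of at least 3 slides was used in place of the 5 measurements, and it kept 1798 features. The median SD of the log2 ratio between slides was 0.25 for features measured on all 4 slides, 1.58 for those measured on 3 slides and 1.26 for those measured on 2 slides. The spread was thus larger for incompletely measured features, but not larger on 2 slides than on 3. With only the features measured on all 4 slides, 1203 were called with a positive ratio and 7 with a negative ratio, and with at least 2 slides the numbers were 1176 and 16.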

The normalization methods evaluated in this study are: a) no normalization, b) total signal normalization, c) grid-based Lowess (implemented in PreP; f = 0.7) [24], and d) S-Lowess using different subsets of conserved lactococcal genes (for details see above) with f = 0.7. Results with the MANOR R package (spatial normalization; standard parameters) [12,15] are only shown in Figure S2 [17] since the normalized ratios were reproducible for very few genes only and complete analyses could not be performed. The GENCOM method [18] uses a convergence algorithm to determine conserved genes from the aCGH data. It uses an internal statistical measure for determining divergent genes; therefore the normalized expression values are not available. The GENCOM results can be viewed at [17].

For Figure 3, genes were considered to be absent using mild cutoffs: a normal ratio (IL1403 over MG1363 signal) > 1.5 and a Cyber-T [33] Bayesian p value of < 0.01.

All aCGH data used in this study can be viewed at [17].

### Availability

The S-Lowess tool is accessible from [34]. The aCGH dataset of *L. lactis *IL1403 and *L. lactis *MG1363 (accession number GSE3039) is available at the GEO repository .

## Authors' contributions

SvH conceived the study and drafted the manuscript. SvH and AZ generated the figures. HK and RB conducted the aCGH experiments. SvH, AZ and RB performed the *in silico *genome comparisons. VR and OT designed and programmed the Windows PreP and command-line PreP software. SvH designed and programmed the web-interface and LCG determination. JK and OPK supervised the microarray work and the subsequent data analyses. All authors read, corrected and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

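The data were 4 two-color aCGH slides on which genomic DNA of *L. lactis* MG1363 and *L. lactis* IL1403 was hybridized to amplicons of IL1403 genes. By the sample labels, MG1363 DNA carried Cy5 on slides 6 and 10 and Cy3 on slides 7 and 11. The slides were treated as 4 replicates of a single comparison. Whether dye-swapped slides shared a DNA preparation is not stated beyond the paper's mention of dye swap with biological replicates, so some slides may share DNA and the effective number of replicates could be smaller.

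The authors deposited values that were read as log2 ratios, 1 per gene ID and slide. Before deposition they had quantified the spots, combined the 2 spots of each feature and left out values that are listed as missing. The spot filter, the way the spots were combined and the normalization method, among those the paper compares, that the deposited values carry are not named in the paper's text. The paper uses log2 ratios for M and its methods define the ratio as MG1363 over IL1403, but the deposited values do not state their log base, and their direction differs between slides. These points affect what a ratio means: a normalization that centres all features on 0 would remove the shift of the bulk of the ratios, and a direction that differs between slides would cancel the ratios in a mean. Array intensities, amplicon sequences, both genome sequences and the list of genes missing in MG1363 were not analysed here. For that reason the Lowess and S-Lowess normalizations, the percentage of deletions detected, the relation between ratio and nucleotide identity and the clustering of ratios along the chromosome were not recomputed.

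From the deposited log2 ratios, Spearman's rho of each slide with slide 11 was computed and slide 10, the only slide with a negative rho, was multiplied by -1. Ratios are given as positive or negative in the direction of slide 11. The main test was a one-sample test of the mean log2 ratio against 0 with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, over the 1798 features with a value on at least 3 slides, with no further centring or scaling and no pseudocount. The prior had 1.72 degrees of freedom. A feature was called at a mean ratio above 1.5-fold in either direction and an unadjusted p below 0.01, the cutoffs that the paper applies to the ratio of IL1403 over MG1363 for Fig. 3, with Cyber-T. Benjamini-Hochberg adjusted p values over the 1798 features are given where stated. The features named in the text are the 5 with the largest mean log2 ratio in each direction among those called and with the same sign on every slide that measured them. The paper names no gene. The gene IDs are those deposited with the values.

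The limma step was tested on simulated data with the same 1798 features, missing values and spreads, in which 200 features were changed by a log2 ratio of 1 in size. It called 78.5% of the changed features, none with the wrong sign, and 0.75% of the unchanged ones. In the simulation 1598 features were unchanged, changes went equally in both directions, and the noise was independent between features. The deposited ratios are unlike this, with 66.2% of the features called positive, so the share of false calls does not carry over to the main result. Classes of features, correlations between slides and permutation tests (10000 permutations with a fixed seed) were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

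The rule for naming features was set before the data were examined, as were these alternatives: a Benjamini-Hochberg threshold, a 2-fold cutoff, the fold cutoff alone, centring on the slide median, centring with scaling, stricter and looser limits on missing values, the dye orientation as a covariate, the slide series as a block, a robust prior and leaving out each slide. Those on the direction of the slides were added after the data had been seen, as was the turning of slide 10 itself. The precision of all values is limited by the number of slides, and counting depth does not apply to array ratios.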

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

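The tests on the direction of the slides and on the pi and ps features in this part were chosen after the results had been seen.

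Slide 10 had a median deposited log2 ratio of -0.999 and 9.04% positive ratios, while slides 6, 7 and 11 had medians of 0.99, 0.87 and 1.22 and at least 87.9% positive ratios. Both values of slide 10 lay farther from the other slides than Dixon's limit for 4 values, which chance passes in about 5% of groups. A single rule of direction does not produce this pattern. If the ratios were Cy5 over Cy3 with the dyes as labelled, slides 6 and 10 would correlate positively, but their Spearman's rho was -0.78. If they were 1 strain over the other on every slide, slides 10 and 11 would correlate positively, but their rho was -0.76. What stays open is whether the dye labels of slide 6 are exchanged under a Cy5 over Cy3 ratio, or whether the sign of a single slide was turned before deposition. Features that lack a value on 1 or 2 slides were used to compare these readings, on the assumption that their channels differ most. That assumption was not tested, as channel intensities were not analysed here. After all slides were turned the same way, the ratios of these features on slide 6 were lower than on slide 10 by a median difference of -1.06 (95% bootstrap interval over 68 features, -1.59 to -0.38), and differed from those on slide 7 by -0.05 (interval -0.75 to 0.77, 64 features) and from those on slide 11 by -0.45 (interval -0.96 to 0.28, 106 features). On these features slide 6 thus lay nearer to slides 7 and 11, as exchanged labels of slide 6 would give if the assumption holds. Only slide 10 stands on the other side, so a peculiarity of that slide and a dye effect cannot be told apart. No biological explanation was tested.

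The feature pi251 had a log2 ratio of 5.38 on slide 7 and between 4.01 and 4.22 on the other slides, a gap beyond Dixon's limit. Of the 1698 features measured on all 4 slides, 94 (5.54%) passed that limit, close to the share that chance gives, with 49 of them farthest out on slide 11 and 6 on slide 6. The call of pi251 did not rest on slide 7, since without any one slide its mean stayed between 4.12 and 4.57. No explanation of the single value was tested.

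The table holds features with IDs made of pi or ps and 3 digits, which the paper does not discuss as a group. The paper states that chromosomal phage genes present in both strains were removed before its comparison, and a hypothesis is that these IDs are phage genes. The values do not name them as such. By the first digit, the 36 pi1 features tested had a median log2 ratio of 2.32, the 37 pi2 features 1.85 and the 12 ps3 features 1.99, against 1.05 for the 1597 features outside these classes and outside the ribosomal protein genes. The 16 ps1 features had a median of 0.025, which became -1.01 with the slides centred, and the 16 ps2 features had a median of -0.48. The 41 pi3 features had a median of 0.57, on the other side of the other features from pi1 and pi2. Centring the slides shifts all medians by about 1.02, so the differences from the other features are what is compared. They were 1.32 ± 0.32 for pi1, 0.82 ± 0.24 for pi2, 0.86 ± 0.46 for ps3, -0.45 ± 0.12 for pi3, -0.96 ± 0.08 for ps1 and -1.39 ± 0.25 for ps2 (SD, n = 4 slides each), with the same sign on 4 of 4 slides in each class. With 4 slides an exact sign-flip permutation test cannot go below p = 0.125, which each class reached. Centring or scaling a slide cannot change the sign of a difference within it, so these settings do not test the differences. Of the 9 features called with a negative ratio, 6 had ps IDs.

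Cross-hybridization between duplicated phage genes, the paper's reason for removing them, would bring ratios towards 0. It is argued against for pi1, pi2 and ps3, whose smallest difference from the other features was 0.82 away from 0. For ps1 and ps2 it stays open. Weak signal stays open for ps1 and ps2 as well. Weak features would have ratios near 0 and so lie below the other features on every slide, so the smaller of the differences, -0.96, does not exclude it. Both explanations stay open for the classes as a whole only. Ratios brought towards 0 would not pass it, so neither explanation covers the 2 ps1 and 4 ps2 features called with a negative ratio. The median SD between slides was 0.17 for ps1 and 0.72 for ps2, against 0.25 for the other features, and intensities were not analysed here. A difference in copy number or in sequence between MG1363 and IL1403 stays open and was not tested, as sequences were not analysed here.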

How the results depend on the processing

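The tests on the direction of the slides, and for the dye term those with the robust prior and with changes to slide 6, were chosen after the result had been seen.

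The 1191 calls with a positive ratio stayed within 1.5 times of that number under 8 of the 10 alternatives set at the start, apart from leaving out a slide. The exceptions were centring on the slide median, with 329 positive and 308 negative calls, and centring with scaling, with 330 positive and 301 negative calls. By construction both subtract a slide median of about 1 from every ratio. The robust prior gave 1191 positive calls, 1190 of them the same features. The 9 calls with a negative ratio moved more. There were 17 with a Benjamini-Hochberg adjusted p below 0.05, 50 with the fold cutoff alone, 16 with features measured on at least 2 slides, 16 with the dye orientation as a covariate and 15 with the slide series as a block, and the cause was not tested. With each slide left out in turn, positive calls ranged from 1052 to 1149 and negative calls from 8 to 13. The lowest count of positive calls was that without slide 6. With the fold cutoff of 2 there were 884 positive calls.

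On slides 7 and 11 only, which were not turned, 636 features were called with a positive ratio. That test has 2 slides in place of 4. The direction of slide 10 decided the count of positive calls. With no slide turned, 1 feature was called with a positive ratio (accA) and 2 with a negative ratio (yahA and yidC), and with slides 6 and 10 turned by the dye labels 0 and 0. Under each of these 2 readings, 14 of 1798 features had an unadjusted limma p below 0.05. In both of them 1 slide runs against the other 3, which widens the variance of every feature.

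The mean of the slide medians, 1.02, ranged from 0.95 to 1.07 with each slide left out and fell to 0.52 with no slide turned. The mean Spearman's rho between slides rose from 0.78 to 0.82 over the features measured on all 4 slides, more than the SD between the 6 pairs of 0.03. The limma dye term was called for 0 features as labelled, after centring, with the robust prior and with slide 6 left out (0 features), and for 1 feature, ypfF, with the dyes of slide 6 read the other way round. With slide 6 left out and with its dyes read the other way round, slide 10 alone carries its dye orientation and is assumed to vary like the others, so the call of ypfF rests on a single slide on one side. At an unadjusted p below 0.05 the numbers were 75 as labelled, 96 after centring, 74 with the robust prior, 69 without slide 6 and 53 with the dyes of slide 6 read the other way round.

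For the 10 features named in the text, 134 of 138 values under the alternatives set at the start were still past the cutoffs, and the other 4 were those of ps202 with the dye covariate, with the series as a block, without slide 6 and without slide 11. No value changed direction. Some of these values could hardly fail. The Benjamini-Hochberg, 2-fold and fold-only settings reuse the means and p values of the main test, in which these features were chosen as extremes. Leaving out slide 10 for yidC or slide 11 for ycbA removes no value of that feature. Under the 3 readings of direction added later, 8 of 29 values were past the cutoffs, and none changed direction.

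Not run were the shift of each slide to features of at least 99% identity, the clustering along the genome, the relation to nucleotide identity and the detection of deletions, because sequences, positions and the list of missing genes were not analysed here. No paired analysis was possible because the 4 slides form 1 group in which each ratio already compares the 2 strains. Low signal could not be weighed directly, as intensities were not analysed here. Incomplete measurement stood in for it, and features measured on 3 slides had a median SD between slides of 1.58, and those measured on 2 slides of 1.26, against 0.25 for those measured on all 4.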

Differences from the paper's values

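The paper gives the number of ORFs on the array as 2126, and the deposited values list 2125 gene IDs, which is not counted as a difference here. No other number in the paper's text is a measure that was also computed.

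The paper's methods define the ratios as MG1363 over IL1403 for the 4 slides. The deposited ratios of slide 10 correlated negatively with those of each other slide (Spearman's rho from -0.78 to -0.76), so the 4 columns do not share a direction. The paper speaks of the bulk of MG1363 over IL1403 ratios lying above 1, because IL1403 DNA hybridizes more efficiently. That reason would place MG1363 over IL1403 below 1, and the legend of Fig. 4 gives IL1403 over MG1363. Slide 10, with 9.04% of its deposited ratios above 0 on the log2 scale, lies on the side this reason gives for MG1363 over IL1403. Its sign is therefore not counted as a departure from the paper's expectation. No alternative set before the data were examined concerns the direction. Turning slide 10, which was chosen after seeing the values, brings all 4 slides to one direction.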

Other observations

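Of the tests in this part, those on the slide medians, on ribosomal protein features and on accA were chosen after the result had been seen. Those on the pi3 features, on shared letters in the IDs and on the spread between slides were written down before they were run.

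Which normalization the deposited values carry can be narrowed from the values. Grid-based Lowess, which the paper describes as centring the data on M = 0, is argued against by the slide medians, of which the smallest in size was 0.87, with an SD of 0.15 between slides. A hypothesis is that an S-Lowess variant was applied. The 43 features named rpl, rpm or rps, the usual symbols of ribosomal protein genes, had a median log2 ratio of 0.13, and on every slide they lay below the other features, by -0.93 ± 0.17 on average (SD, n = 4 slides). This lies near the level that the paper expects of conserved genes after S-Lowess. The median of the class itself was -0.90 after centring on the slide median, which leaves its difference from the other features as it was. Because the sequence identity of these genes was not analysed here, an offset shared by all features of a slide stays open, and the difference of -0.93 does not exclude it.

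The first row of the table, accA, had deposited log2 ratios of 1.42 on slide 6, 2.14 on slide 7, 1.61 on slide 10 and 1.46 on slide 11. It is the only 1 of the 1698 features measured on all 4 slides that was above 1 in size on every slide and whose sign on slide 10, after turning, opposed that on the other 3. A hypothesis is that the sign of slide 10 was changed for the column and missed in its first row. Its size of 1.61 lies within the sizes on the other slides, as that would need. However, 3 other features had such a discordant slide, yueA and ywiE on slide 7 and cysK on slide 11, and for ywiE and cysK the size lay within those on the other slides too. A faulty value and a missed sign therefore cannot be told apart for accA.

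Features whose IDs share their first 3 letters had alike ratios. Among 762 features with IDs starting with y, in 151 groups of at least 3 features, 34.1% of the variance of the ranked mean log2 ratio lay between groups. The median of 10000 permutations of the IDs was 19.7% and the highest 28.1% (permutation p = 1e-04, the smallest that 10000 permutations can give). Among 411 features with other 3-letter stems, in 89 groups, the share was 41.8%, against a permuted median of 21.4% (permutation p = 1e-04). Both classes were tested, and both p values stay at 1e-04 after Benjamini-Hochberg adjustment over the 2 tests. A chance order of the IDs is thus argued against. Shared letters can mark a shared function, neighboring genes or neighboring spots, and these stay open because neither the genome positions nor the array layout were analysed here.

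The spread between slides was larger at high ratios. Over the 1698 features measured on all 4 slides, Spearman's rho across features between the mean log2 ratio and the SD between median-centred slides was 0.21, and 0.26 after the slides were scaled to the same spread. A difference in scale between slides is argued against, since the relation did not vanish with scaling. The median SD in the tertiles with the lowest, middle and highest ratios was 0.20, 0.19 and 0.31 on centred slides, and 0.17, 0.19 and 0.29 after scaling, so the rise lay mainly in the highest tertile. The paper mentions more noise at lower sequence identity without showing it. Whether low signal or low identity lies behind the spread seen here was not tested.

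The 41 pi3 features tested were spread widely, with the middle 50% of their mean log2 ratios between 0.04 and 1.78 and a median of 0.57. A single split into lower and higher numbers in the ID was tested as a hypothesis and not borne out. The median of the 21 features with lower numbers minus that of the 20 with higher numbers was -0.22 (permutation p = 0.796). This comparison cannot show shorter runs of numbers with alike ratios, so whether the ratios follow the number stays open.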
